A study of Homo sapiens with 2 samples. Its data were reported in "Novel oncogene 5MP1 reprograms c-Myc translation initiation to drive malignant phenotypes in colorectal cancer" (2019).

How the data were processed

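RNA sequencing was performed on HCT116 cells, an established human colorectal cancer cell line, in 2 stable derivatives. One had been transfected with an expression vector for 5MP1 (eIF5-mimic protein 1, encoded by BZW2), a regulator of translation initiation, and the other with the empty vector. Groups were taken from the sample labels. Each group held 1 library, and therefore no replicates were available.

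According to the labels and the study's methods, the authors isolated total RNA, selected polyadenylated RNA, prepared the libraries and sequenced them on an Illumina instrument. The authors trimmed and filtered the reads, aligned them with STAR v2.5.2a to the GRCh38 genome with Gencode v27 annotation, and deposited unnormalised read counts per gene made with htseq-count (HTSeq v0.6.0). The strand option of htseq-count was not stated. Reads with several alignments, reads assigned to no feature and reads shared by overlapping genes are left out of such counts, which lowers the values of genes with near-identical copies. The summary lines for these reads at the end of each file were kept apart from the gene counts.

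Both files listed 58288 genes. Symbols, biotypes and positions were taken from Gencode version 44 on the same GRCh38 build after removal of the version suffix of each Ensembl identifier. A total of 57532 genes matched and 756 did not. The total gene count was 8422201 in the control library and 8787502 in the 5MP1 library. The smallest level reported as detectable was 3 counts, equal to 0.356 and 0.341 CPM (counts scaled to the total of all genes), respectively.

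Size factors were computed by the median-of-ratios method of DESeq2 1.42.0 in R 4.3.3. Their ratio was 1, since the gene at the median had equal counts in both libraries. The log2 fold change of a gene was log2 of the normalised count plus 1 in the 5MP1 library divided by the normalised count plus 1 in the control library. Its 95% interval was computed from the exact Clopper-Pearson interval of the share of the gene's reads found in the 5MP1 library. Shares of all records were given with 95% Wilson intervals. Reads without molecular identifiers are not independent molecules, and these intervals cover counting error only, not variation between cultures. With 1 library per group no dispersion could be estimated, so the tests of DESeq2 and edgeR were not run and no p-value was computed. The likelihood ratio test in DESeq2 that the authors describe, across 3 conditions, was not used here.

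Genes with a mean normalised count of at least 10 were retained, and those changed by more than 1.5-fold, the level used by the study, were counted in each direction. Gene lists were fixed before the data were examined, except for a list of endoplasmic reticulum chaperones added afterwards. The S-phase and G2/M lists were those distributed with the Seurat package. The other lists, including the c-Myc target list, were written from general knowledge and are not exact published sets. For each list the median log2 fold change was compared with the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. The percentile among random lists describes these libraries and is not a test of the conditions. Counting-error intervals of list medians came from 1000 Poisson resamples of the counts. A list of replication-dependent histone genes was not used here, since fewer than 10 of its older symbols gave a usable gene.

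The genes named in the text were chosen by a rule fixed before the data were examined. They comprised 9 genes measured or discussed by the study, the 5 largest rises and 5 largest falls among genes with at least 100 reads in a library, and the 3 most changed genes of each of the 3 main lists. Ranking used the bound of the 95% interval nearest 0. Genes named in the closing section were chosen afterwards.

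Alternatives were TMM factors of edgeR 4.0.16, total counts, upper-quartile scaling, a pseudocount of 5, other filters on low counts, protein-coding genes only, a fold-change threshold of 2, a counting-error interval wholly past 1.5-fold, unmatched random lists and removal of trends on GC content and transcript length by lowess with a span of 0.3. Scaling to RPS18, size factors over genes with a mean count of at least 10, and removal of chromosome 2 and distal 8q were added after the data were examined. Median fold changes along the genome were computed in 10 Mb windows holding at least 8 protein-coding genes with a mean count of at least 100. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and bedtools 2.31.1, and figures were drawn with matplotlib 3.10.9.

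The procedure was tested on simulated data in which 200 genes were changed 3-fold with a between-library coefficient of variation of 0.1. The changed genes were drawn only from genes with a mean count of at least 100, and 99.5% of them were recovered. Recovery at lower counts was not tested. The intervals covered 95.7% of the true values under counting error, among genes with a mean simulated count of at least 10. Of the unchanged genes, 7.09% passed 1.5-fold.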

Results

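The transcriptomes of 5MP1-transfected and empty vector-transfected HCT116 cells were measured by RNA sequencing, with 1 library in each group. There were no replicates, so none of the differences below has been compared with variation between cultures, and each compares 2 libraries rather than 2 conditions. The control library held 21680802 records and the 5MP1 library 22200017. Of these, 38.8% and 39.6%, respectively, were counted in genes, giving totals of 8422201 and 8787502. Reads assigned to no feature made up 48.0% of the control records (95% Wilson interval 47.97 to 48.01) and 46.3% of the 5MP1 records (46.25 to 46.29). Where these reads lie was not examined. Counts were found for 25315 genes in the control library and 24225 genes in the 5MP1 library. The 10 most abundant genes took 6.30% and 5.78% of the gene counts, and mitochondrial genes took 5.05% and 4.85%.

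The transfected gene was examined first. BZW2 (ENSG00000136261.14), which encodes 5MP1, lies on chromosome 7 at 16646131 to 16706523 of GRCh38. It had 1077 counts in control cells and 1771 counts in 5MP1 cells, or 128 and 202 CPM (counts scaled to the total of all genes). The log2 fold change was 0.72 (95% counting-error interval 0.61 to 0.83), equal to a ratio of 1.64. BZW1 (ENSG00000082153.17, chromosome 2, 200810594 to 200827338), a paralog of BZW2, rose from 2188 to 4118 counts. Its log2 fold change of 0.91 (0.84 to 0.99) lay above that of BZW2, with intervals that did not overlap, and genes across chromosome 2 had a median log2 fold change of 0.65. EIF5 (ENSG00000100664.10, chromosome 14, 103333544 to 103345025), whose product competes with 5MP1, rose from 2468 to 3173 counts with a log2 fold change of 0.36 (0.29 to 0.44).

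Next, MYC and the c-Myc target genes measured individually by the study were compared, to determine how their transcripts differed between the libraries. MYC (ENSG00000136997.17, chromosome 8, 127735434 to 127742951) fell from 3016 to 1944 counts, a log2 fold change of -0.63 (-0.72 to -0.55). CDC25A (ENSG00000164045.11, chromosome 3, 48157146 to 48188417) rose from 227 to 493 counts, with a log2 fold change of 1.11 (0.89 to 1.35). CCNE1 (ENSG00000105173.13, chromosome 19, 29811991 to 29824312) rose from 224 to 301 counts. Its log2 fold change of 0.42 (0.17 to 0.68) was below 1.5-fold at the point estimate, and the interval extended past it. CDK4 (ENSG00000135446.16, chromosome 12, 57747727 to 57756013) had 1620 counts in control cells and 1489 in 5MP1 cells, and its log2 fold change was -0.12 (-0.22 to -0.019).

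RPS18 and GAPDH, which the study used as internal references for qRT-PCR, were both lower in the 5MP1 library. RPS18 (ENSG00000231500.6, chromosome 6, 33272075 to 33276511) fell from 12204 to 9847 counts, with a log2 fold change of -0.31 (-0.35 to -0.27). GAPDH (ENSG00000111640.14, chromosome 12, 6534512 to 6538374) fell from 36237 to 26830 counts, with a log2 fold change of -0.43 (-0.46 to -0.41). Both have processed pseudogenes, so reads that align to several places are missing from their counts. Apart from RPS18 itself, the genes of the study were moved most by scaling to the RPS18 count. On that scale BZW2 changed by 1.03 and MYC by -0.32 in log2 units, and CDK4 changed direction to 0.19. The study normalised its qRT-PCR of BZW2, MYC, CCNE1, CDC25A and CDK4 to RPS18. It reported CCNE1, CDC25A and CDK4 as significantly upregulated, and for CDK4 that direction was seen here only on the RPS18 scale.

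**Figure D1:**
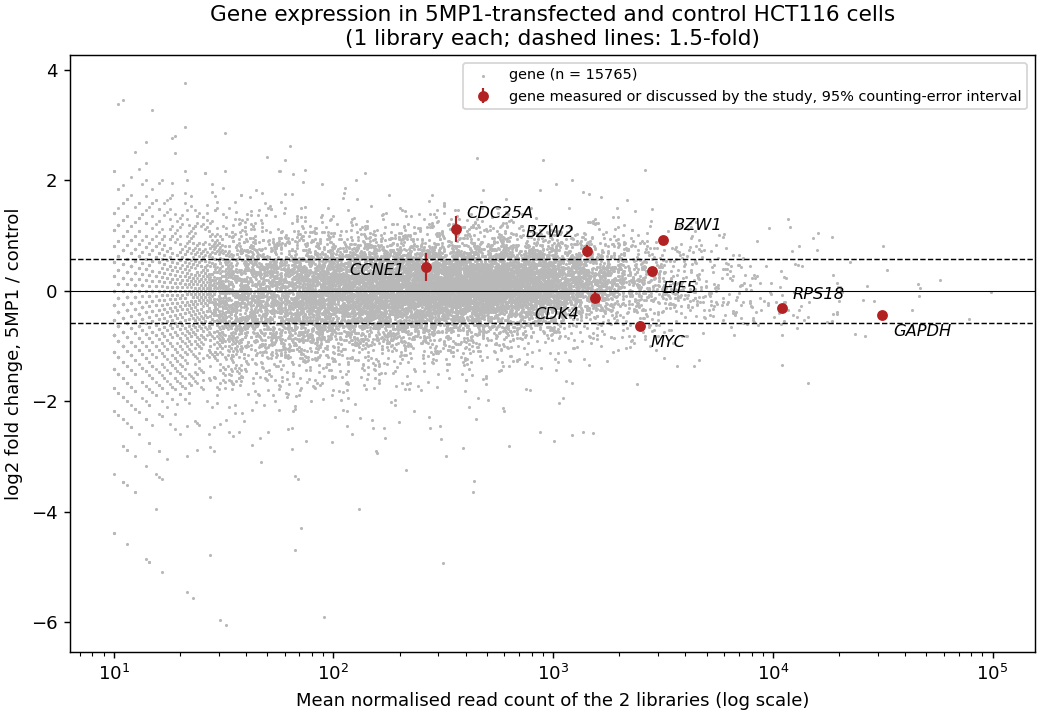
Log2 fold change between the 5MP1 and control libraries (vertical axis) against the mean normalised read count of both libraries on a log axis, for 15765 genes (grey points), with the 9 genes of the study in red, their 95% counting-error intervals as bars and 1.5-fold as dashed lines. BZW2, BZW1 and CDC25A lie above the upper dashed line and MYC lies below the lower one, and CCNE1, EIF5, CDK4, RPS18 and GAPDH lie between the lines.

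Of 58288 genes, 15765 passed the filter on mean normalised count, of which 12431 were protein-coding. Across these genes the log2 counts of the libraries had a Pearson r of 0.958, and the interquartile range of the log2 fold changes was -0.36 to 0.34. A total of 2023 genes (12.8%) rose and 2507 genes (15.9%) fell by more than 1.5-fold. The direction depended on expression level. Among the 2616 genes with a mean count from 10 to 30, 418 rose and 837 fell, whereas among the 1794 genes with a mean count of at least 1000, 278 rose and 114 fell. Genes that were not protein-coding contributed 392 of the rises and 861 of the falls. A threshold of 2 changed the number of rises by the largest factor, to 537 genes, and removing the filter changed the number of falls most, to 8002 genes.

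The 5 largest rises by the lower bound of the interval were HSPA1B, TUBA4A, RRM2, GBX2 and ID2. HSPA1B (chromosome 6, 31827738 to 31830254) rose from 291 to 1501 counts, a log2 fold change of 2.36 (2.18 to 2.55). It shares most of its sequence with HSPA1A, which had 5 and 33 counts, so the division of reads between them is uncertain. TUBA4A (chromosome 2, 219249710 to 219277902) rose from 142 to 758 counts, a log2 fold change of 2.41 (2.16 to 2.69). RRM2 (chromosome 2, 10120698 to 10211725) rose from 940 to 4300 counts, a log2 fold change of 2.19 (2.09 to 2.30). GBX2 (chromosome 2, 236165236 to 236168386) rose from 17 to 110 counts, a log2 fold change of 2.62 (1.95 to 3.52). ID2 (chromosome 2, 8678845 to 8684461) rose from 489 to 1960 counts, a log2 fold change of 2.0 (1.86 to 2.15). Thus, 4 of the 5 largest rises were on chromosome 2.

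The 5 largest falls were on different chromosomes. NRIP1 (chromosome 21, 14961235 to 15065936) fell from 179 to 2 counts, a log2 fold change of -5.91 (-9.54 to -4.61), and its level in 5MP1 cells was below the 3 counts taken as detectable. PCDH7 (chromosome 4, 30720369 to 31146805) fell from 610 to 19 counts, a log2 fold change of -4.93 (-5.75 to -4.35). HKDC1 (chromosome 10, 69220332 to 69267552) fell from 129 to 4 counts, a log2 fold change of -4.70 (-6.91 to -3.62). SEMA3A (chromosome 7, 83955777 to 84492724) fell from 137 to 6 counts, a log2 fold change of -4.30 (-5.98 to -3.35). EHF (chromosome 11, 34621093 to 34663288) fell from 799 to 63 counts, a log2 fold change of -3.64 (-4.06 to -3.29). A pseudocount of 5 reduced the fall of NRIP1 most, to -4.72.

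The study compared cell cycle gene sets between these cells and measured c-Myc target genes singly, so lists of both kinds were compared. The 43 S-phase genes had a median log2 fold change of 0.69 (95% counting-error interval 0.66 to 0.78). All 10000 random lists matched on expression had a lower median, with a typical value of 0.088. Of the 43 genes, 30 rose by more than 1.5-fold and 0 fell. The 54 G2/M genes had a median of 0.86 (0.82 to 0.90), above all 10000 random lists, and 46 rose by more than 1.5-fold while 0 fell. The 57 c-Myc target genes had a median of 0.23 (0.19 to 0.30), and 9705 of the 10000 random lists had a lower median. Of these genes, 15 rose and 1 fell by more than 1.5-fold. Scaling to total counts moved the S-phase median to 0.63, the G2/M median to 0.79 and the c-Myc target median to 0.17.

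Within the S-phase list the most changed genes were RRM2, given above, CLSPN and EXO1. CLSPN (chromosome 1, 35720218 to 35769978) rose from 232 to 706 counts, and EXO1 (chromosome 1, 241847967 to 241895148) rose from 164 to 476 counts, with log2 fold changes of 1.60 (1.39 to 1.83) and 1.53 (1.28 to 1.8). The most changed G2/M genes were all on chromosome 2. HJURP (233833416 to 233854566) rose from 385 to 1361 counts, BUB1 (110637528 to 110678063) from 777 to 2525 counts and CKAP2L (112736349 to 112764664) from 245 to 699 counts. Their log2 fold changes were 1.82 (1.66 to 1.99), 1.70 (1.58 to 1.82) and 1.51 (1.30 to 1.73), respectively. Among c-Myc targets, HSPE1 (chromosome 2, 197500140 to 197503449) rose from 290 to 820 counts and HSPD1 (chromosome 2, 197486584 to 197516737) from 10430 to 20169 counts, with log2 fold changes of 1.5 (1.30 to 1.70) and 0.95 (0.92 to 0.99). Both have processed pseudogenes, so their counts are uncertain. PLK1 (chromosome 16, 23677656 to 23690367) rose from 832 to 1670 counts, a log2 fold change of 1.0 (0.88 to 1.13). Thus, 6 of the 9 genes were on chromosome 2, which carried 5 of the S-phase, 4 of the G2/M and 9 of the c-Myc target genes. Without chromosome 2 and distal 8q, the medians were 0.68 for S-phase genes, 0.84 for G2/M genes and 0.17 for c-Myc targets.

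**Figure D2:**
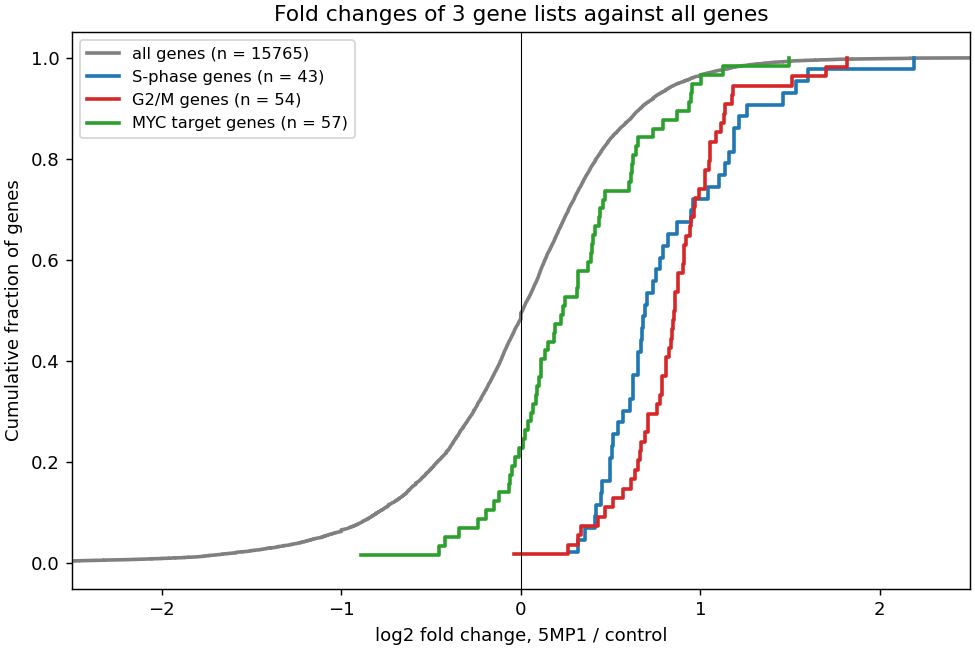
Cumulative fraction of genes (vertical axis) at or below each log2 fold change between the 5MP1 and control libraries (horizontal axis) for all 15765 genes, 43 S-phase genes, 54 G2/M genes and 57 c-Myc target genes. The S-phase and G2/M curves lie to the right of all genes with medians of 0.69 and 0.86, and the c-Myc target curve lies between them and all genes over most of its length, with a median of 0.23.

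Because so many of the largest rises shared a chromosome, fold changes were also arranged by position, a comparison that had not been planned. The 644 protein-coding genes on chromosome 2 with a mean count of at least 100 had a median log2 fold change of 0.65, and 91.9% were above 0. The 8772 genes on other chromosomes had a median of 0.047, and 54.8% were above 0. All 24 windows of chromosome 2 had medians from 0.48 to 0.97, and the other 259 windows ranged from -0.73 to 0.47. The lowest window was the distal end of the long arm of chromosome 8.

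**Figure D3:**
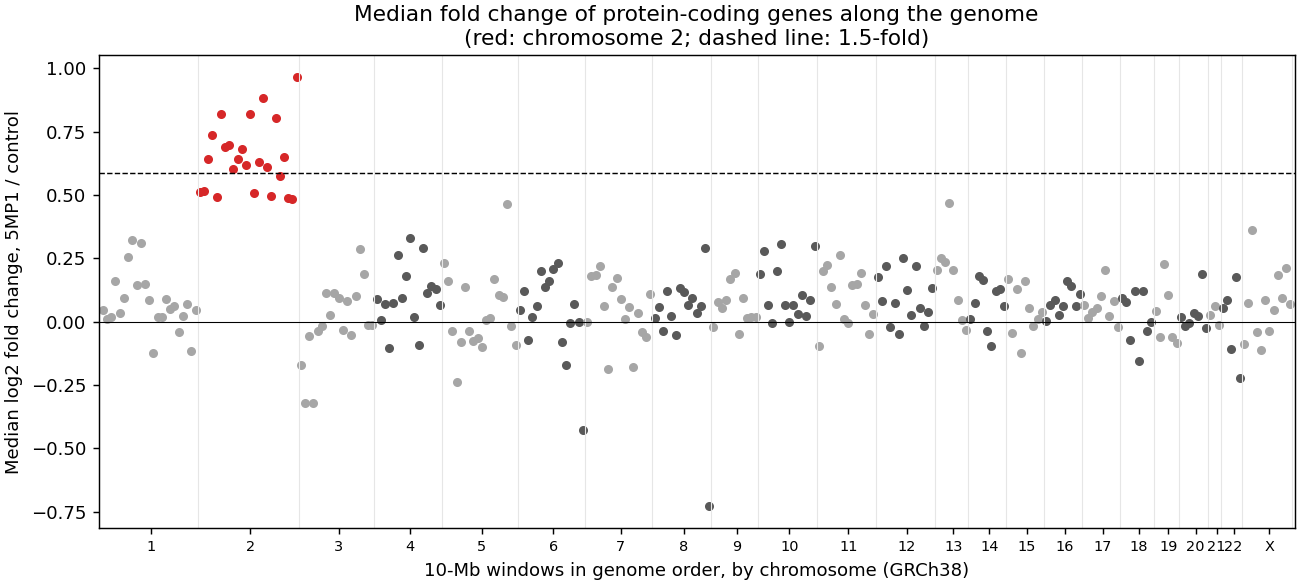
Median log2 fold change of protein-coding genes between the 5MP1 and control libraries (vertical axis) in 283 windows of 10 Mb in genome order (horizontal axis), with chromosome 2 in red, other chromosomes in alternating greys and 1.5-fold as a dashed line. The 24 windows of chromosome 2 lie above all others, and the lowest point, at -0.73, is the last window of chromosome 8.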

Values the study reported

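By flow cytometry 12 h after re-stimulation, the study found 28.18 ± 0.82% of 5MP1-transfected HCT116 cells in S-phase (mean ± SD, n = 3). The corresponding share of its control cells was 20.15 ± 0.62%.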

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

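No explanation was tested for the shares in this part, which were examined only after the counts of genes had been analysed. Reads outside the gene counts were compared between the libraries. The share of records that did not align was 2.20% in the 5MP1 library (95% Wilson interval 2.197 to 2.209), above the 1.83% of the control library (1.823 to 1.835). The share with more than a single alignment was 10.4% (10.42 to 10.45), above the 9.82% of the control library (9.803 to 9.828). Both differences exceeded counting error, and neither has a replicate. Adaptor remains, vector sequence, reads from another organism, a difference in library preparation and an effect of 5MP1 on transcripts with many copies cannot be told apart from these totals. The reads themselves were not used here.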

How the results depend on the processing

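Chosen after the data were examined were the scaling to RPS18, the size factors over genes with a mean count of at least 10 and the removal of chromosome 2 and distal 8q. Of 140 alternative values of the main results, 111 stayed and 29 moved. Fold changes and medians were judged against counting error, numbers of genes against a factor of 1.5, and percentiles against the sampling error of 10000 random lists. Of those that stayed, 22 were S-phase and G2/M percentiles at their upper limit, which could hardly move. The S-phase and G2/M medians could not move under other count filters or among protein-coding genes, since every listed gene was kept. Each alternative scaling shifted all genes almost equally. Whether a fold change moved under it therefore depended mainly on the width of its counting-error interval. The cause was not tested unless stated. Of 109 alternative values for other genes, shares and regions, 100 stayed and 9 moved. At a threshold of 2, the share of genes that rose went from 69.8% to 27.9% for S-phase, from 85.2% to 25.9% for G2/M and from 26.3% to 5.26% for c-Myc target genes. The others were the HSPD1 fold change with total counts (0.89), the chromosome 2 median with total counts (0.59), upper-quartile scaling (0.63) and trends removed (0.63), and the distal 8q median with total counts (-0.79) and trends removed (-0.65).

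Relative to RPS18, which itself fell, log2 fold changes shifted upwards, as the scaling alone requires, to 1.03 for BZW2, -0.32 for MYC, 0.73 for CCNE1, 1.42 for CDC25A, 1.22 for BZW1, 0.67 for EIF5 and -0.12 for GAPDH. CDK4 became 0.19, which reversed its direction. With total counts, RPS18 became -0.37 and GAPDH -0.49, and the list medians became 0.63 for S-phase, 0.79 for G2/M and 0.17 for c-Myc target genes. All these medians remained above 0.

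Against 2023 genes up and 2507 down, 1229 and 945 were found at a mean count of at least 100, 5308 and 8002 without a filter, 537 and 991 with a threshold of 2, and 701 and 830 when the whole counting-error interval had to pass 1.5-fold. Among protein-coding genes alone, 1646 fell. With trends on GC content and length removed, the G2/M median was 0.77. The S-phase and G2/M lists were above all 10000 random lists wherever a percentile was computed, which says little about stability.

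The percentile of the c-Myc target list was 97.4 at a mean count of at least 100, 96.6 among protein-coding genes, 98.3 with the trends removed and 99.8 against unmatched lists. Without chromosome 2 and distal 8q its median was 0.17 and its percentile 91.9. Low depth limits genes with few reads, since counting error alone carries many of them past 1.5-fold. No paired analysis was possible because each group held 1 library, and for the same reason no library could be left out.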

Other observations

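Except for the endoplasmic reticulum chaperones, the gene lists in this part were fixed before the data were examined. Apart from the GC content and length test for the cell cycle lists, the tests of explanations were chosen after the patterns had been seen.

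The rise of chromosome 2 extended over both of its arms. The chromosome held 6.84% of the 9416 genes arranged by position and 365 of the 1154 that rose by more than 1.5-fold (31.6%). The median log2 fold change was 0.66 on the short arm and 0.65 on the long arm, a ratio of 1.57 for the chromosome, near the 0.585 given by 3 copies against 2. All 24 windows exceeded the highest window elsewhere. Before any correction, 91.9% of the genes were above 0, so a few strongly changed genes do not account for the rise. With trends on GC content and transcript length removed the median was 0.63, so those trends account for little of it. A candidate explanation is an additional copy of chromosome 2 in the 5MP1-transfected derivative, acquired during selection of stable cells. A different or mixed cell line in a library was also weighed. Only 1 gene (NRIP1) had at least 100 counts in a library and at most 2 in the other, which does not exclude a mixture. The DNA was not analysed here, and an effect of 5MP1 cannot be told apart from a difference between the derivatives.

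The window from 140 Mb to the end of chromosome 8, where the last gene ended at 145066685, was picked because it was the lowest of the 259 windows outside chromosome 2, the next lowest being -0.43. Its 65 genes had a median log2 fold change of -0.73, a ratio of 0.603, and 61 were below 0. Examples were PLEC, which fell from 15786 to 6255 counts, and RPL8, which fell from 14008 to 8081 counts. With trends on GC content and length removed the median was -0.65. Fewer copies of distal 8q may be present in the 5MP1-transfected cells, but the number of genes below 0 is no independent test, since the window was chosen for its low median.

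The position of single genes of the study bears on their changes. The gain of BZW1 was 1930 counts against 694 for BZW2, a difference of 1236 counts, larger than would follow if a minority of BZW2 reads had been assigned to BZW1. Of the chromosome 2 genes, 77.3% had a lower fold change than BZW1. The rise of BZW1 may therefore be part of that of its chromosome. The window holding BZW2 on 7p had a median of 0.18 over 11 genes, of which 4 were below 0. That median was lower than the change of BZW2, but some of its neighbours rose too. ANKMY2 rose by 0.48 (0.26 to 0.69), TSPAN13 by 0.90 (0.62 to 1.19) and AHR by 0.31 (0.045 to 0.57). The window holding MYC had a median of 0.29 over 21 genes, of which 8 were below 0. Near MYC, TRIB1 changed by -0.22 (-0.30 to -0.14) and CYRIB by 0.39 (0.27 to 0.51) in log2 units, and the window between that of MYC and distal 8q held too few genes to be summarised. Both medians differed from the change of the gene itself, but copy changes around BZW2 or MYC, of part of a window or in part of the cells, may contribute and cannot be told apart from other causes. The count of BZW2 does not separate the transfected from the endogenous gene. By qRT-PCR, the study reported significantly lower MYC mRNA in its transfected cells than in control cells, the same direction as here. A fall of MYC transcripts was therefore not seen in these libraries alone. That measurement does not separate a copy change from other causes. The study also measured c-Myc protein, which is not analysed here.

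The cell cycle lists remained raised without chromosome 2 and distal 8q, where the G2/M median was 0.84 (4 of the 54 genes were on chromosome 2, so it could hardly change), and with trends on GC content and length removed, where it was 0.77. The 29 hypoxia and glycolysis genes, which respond to medium and cell density, had a median of -0.47, below all 10000 random lists. A difference in the growth state of the cultures at harvest may contribute to the cell cycle lists and cannot be told apart from an effect of 5MP1 with 1 library per group.

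The 30 ATF4-regulated genes, a transcriptional programme induced when translation initiation or amino acid supply is impaired, showed the largest shift of the 10 lists examined. Their median log2 fold change was -1.08 (95% counting-error interval -1.14 to -1.02), below all 10000 random lists, with 23 genes down and 0 up by more than 1.5-fold. ATF4 fell from 5134 to 2922 counts, DDIT3 from 1104 to 156 counts and TRIB3 from 1761 to 265 counts. With trends on GC content and length removed the median was still -1.08. It was also -1.08 without chromosome 2 and distal 8q, but 1 of the 30 genes was on chromosome 2, so that removal could hardly change it. The 21 endoplasmic reticulum chaperone genes, a list written after HSPA5 had been seen to fall from 21998 to 6929 counts, had a median of -0.79 with 13 down and 0 up, and shared 0 genes with the ATF4 list. The paper's discussion refers to earlier work in which 5MP1 induced translation of ATF4. The fall of the ATF4-regulated genes ran opposite to what higher ATF4 translation would give, but ATF4 protein was not measured here. Lower endoplasmic reticulum stress in the 5MP1 culture, whether from 5MP1 or from culture conditions, may underlie the falls of both lists, and these cannot be told apart here. Other lists shifted less. The cholesterol synthesis list had a median of 0.34, above 9872 of the random lists, the p53-regulated list 0.15 (above 7568), the interferon-stimulated list -0.063 (above 4443) and the initiation factor list 0.058 (above 2899).

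The number of genes past 1.5-fold was compared with 20 simulated pairs of libraries with equal expression. Counting error alone gave a median of 697 genes (range 649 to 746), and 2 at a mean count of at least 100, against 4530 and 2174 in the data. With an assumed between-culture coefficient of variation of 0.1 the median was 1076 genes (range 1006 to 1136), and 142.5 at a mean count of at least 100. Counting error is therefore unlikely to account for most of the genes, whereas the true variation between cultures is unknown and cannot be told apart from an effect of 5MP1.

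Reads assigned to no feature outnumbered the gene counts, at 1.24 per gene count in the control library and 1.17 in the 5MP1 library. A non-coding gene (ENSG00000269968) lying wholly opposite GAPDH exons over 422 shared bases had 15018 counts in the control library and 10837 in the 5MP1 library. Its log2 fold change of -0.47 was close to that of GAPDH. Over 363 pairs of a non-coding gene with at least 80% of its exon bases opposite exons of a protein-coding gene, the log2 fold changes of the strands had a Pearson r of 0.747 and a Spearman rho of 0.673 across genes, which are not independent replicates. In 139 opposite-strand pairs without shared exon bases r was 0.252. The r depends on the filter, since a first look at the 99 pairs whose coding gene had a mean count of at least 1000 had given 0.871, and the criterion for a high r was set after that look. The counts per base of the strands in the control library had an r of 0.766, against -0.042 without shared exon bases, unlike what independent antisense transcripts would give. The median count per base of the non-coding gene was 1.82 times that of the coding gene, against 0.34 times without shared exon bases, whereas an equal division of reads between strands would give similar densities over shared bases. The densities here are averages over whole genes, and this excess was not explained. Strand-specific counting of reads that carry no strand information may explain part of these observations. If so, some non-coding genes hold reads of the gene opposite. Of the 1253 genes that were not protein-coding and passed 1.5-fold, 103 had at least 80% of their exon bases opposite coding exons and 624 had any.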
